# Identification of novel light-induced genes in the suprachiasmatic nucleus

**DOI:** 10.1186/1471-2202-8-98

**Published:** 2007-11-19

**Authors:** Veronica M Porterfield, Helen Piontkivska, Eric M Mintz

## Abstract

**Background:**

The transmission of information about the photic environment to the circadian clock involves a complex array of neurotransmitters, receptors, and second messenger systems. Exposure of an animal to light during the subjective night initiates rapid transcription of a number of immediate-early genes in the suprachiasmatic nucleus of the hypothalamus. Some of these genes have known roles in entraining the circadian clock, while others have unknown functions. Using laser capture microscopy, microarray analysis, and quantitative real-time PCR, we performed a comprehensive screen for changes in gene expression immediately following a 30 minute light pulse in suprachiasmatic nucleus of mice.

**Results:**

The results of the microarray screen successfully identified previously known light-induced genes as well as several novel genes that may be important in the circadian clock. Newly identified light-induced genes include early growth response 2, proviral integration site 3, growth-arrest and DNA-damage-inducible 45 beta, and TCDD-inducible poly(ADP-ribose) polymerase. Comparative analysis of promoter sequences revealed the presence of evolutionarily conserved CRE and associated TATA box elements in most of the light-induced genes, while other core clock genes generally lack this combination of promoter elements.

**Conclusion:**

The photic signalling cascade in the suprachiasmatic nucleus activates an array of immediate-early genes, most of which have unknown functions in the circadian clock. Detected evolutionary conservation of CRE and TATA box elements in promoters of light-induced genes suggest that the functional role of these elements has likely remained the same over evolutionary time across mammalian orders.

## Background

Circadian rhythms in mammals are driven by a clock located in the suprachiasmatic nucleus of the hypothalamus (SCN) [1]. The SCN is directly innervated by the retinas and photic information is transmitted to the SCN via a NMDA and pituitary adenylate cyclase activating peptide-dependent mechanism [2]. Photic input to the circadian clock has differential effects on circadian rhythms depending on the timing of exposure to light. Light presented in the early night delays the phase of the clock, light during the late night advances the clock, and light presented during the subjective day has little or no effect on clock phase [3]. Photic signals during the subjective night activate a MAP kinase signaling pathway leading to increased transcription of several immediate-early genes [4] and the core clock gene *Per1 *[2].

The roles of light-induced genes in the circadian clock mechanism, other than the period genes, are not well understood. For example, the best characterized of these genes are *Fos*, *Egr1*, and *Nr4a1 (nur77*). The expression of c-fos protein is commonly used as a marker for light-like activation of neurons in the SCN. Fos knockout mice still show behavioral circadian rhythms as well as a phase response curve to light, but the amplitude of the circadian rhythm of activity and the phase response curve are attenuated [5]. The threshold for photic induction of c-fos is similar to the threshold for behavioral phase shifts, suggesting a common mechanism [6], however, expression of c-fos can be dissociated from behavioral shifts [7-9]. *Fos *appears to be a component of the circadian response to light, but not one that is absolutely necessary for phase shifts to occur, and the mechanism by which Fos protein is involved in photic signalling is unknown. In contrast, *Egr1 *and *Nr4a1 *knockout mice show normal entrainment patterns and no dysfunction in their response to light [10]. The expression of egr1 occurs over a broader area of the SCN than does c-fos [11], but the threshold for egr1 induction is lower than for phase shifts of behavioral rhythms or c-fos induction. These data suggest that *Egr1 *and *Nr4a1 *may not be directly involved in entrainment pathways, but the lower threshold for stimulation of expression suggests that egr1 may be involved in other SCN outputs, such as the one which regulates rhythmic melatonin secretion from the pineal gland, which has a lower light intensity threshold for photic regulation than behavioral phase shifts.

In order to better understand the molecular events governing the response of the SCN to photic input, we performed a microarray-based screen for genes rapidly induced by light, followed by a comparative evolutionary genomic analysis to identify common activation mechanisms among this gene population.

## Results

### Light-induced immediate-early genes in the SCN

We used laser capture microscopy (Figure 1) to isolate SCN tissue from mice immediately following either a 30 minute high-intensity light pulse or a sham light pulse. 

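The arrays compared the SCN of mice given a light pulse of 2400 lux for 30 minutes with the SCN of mice given a sham light pulse, both starting 1 hour after lights off in a 14:10 light/dark cycle. Tissue was taken at the end of the pulse, 1.5 hours after lights off. The sample labels name the start of the pulse as Zeitgeber time 13. Counted from lights on in a 14:10 cycle, that lies before lights off, and by this count the labels and the paper differ. A count set by lights off could remove the difference. Which count the labels use was not settled, and the paper's hours after lights off are used here. Laser capture microscopy lifts chosen tissue out of a stained section, and 6 sections of 12 μm were captured from each mouse. Each group had 3 arrays. By the paper each array held RNA pooled from 3 mice, or 18 sections. The sample labels describe an animal and not a pool, and the paper's account is used here. From each pool 1 ng of total RNA was copied in 2 rounds of linear amplification and hybridized to an Affymetrix array, on which each transcript is read by a probe set of short oligonucleotides. The authors calculated the deposited signal of each probe set with the Microarray Suite algorithm (MAS5) on a linear scale and scaled the arrays to a common level. With the outermost 2% of signals trimmed, the mean signal ran from 494.6 to 495.6 on the sham light pulse arrays and from 492.3 to 494.8 on the light pulse arrays. The log2 of the signal was taken here with no offset, and the groups were compared with limma, a linear model that shares the estimate of spread between probe sets. The prior spread followed the signal intensity, and p-values were adjusted by the Benjamini-Hochberg method. The present calls behind the paper's filter were not used here. In their place the 10340 probe sets with the highest rank 3 signal over the 6 arrays were kept, a ranking that does not look at the groups, and the lowest rank 3 signal kept was 118.2. Over these probe sets, correlations of log2 signals between arrays ran from 0.893 to 0.935 within groups and from 0.886 to 0.934 between groups. Light pulse replicate 3 had the lowest median correlation with the other arrays, at 0.899. On that array 2 probe sets of Ttr, the transthyretin gene and a marker of choroid plexus, had signals of 110323 and 62542, against at most 295.6 and 176.1 on the other arrays. The paper's text and the labels do not say whether a mouse gave tissue to more than 1 pool, so p-values measure the spread between these pools, and 3 arrays per group limit the precision.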

The extent of the SCN was easily determined from the density of hemotoxylin-labeled nuclei. We examined a selected set of genes known to be markers of the SCN, but not the surrounding tissue, to confirm that we were measuring SCN gene expression. 

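Transcripts of the peptides, calcium-binding protein and enzyme that mark SCN neurons had signals above the lowest signal kept for testing on all 6 arrays. Gad1, which encodes the GABA-synthesizing enzyme glutamic acid decarboxylase, had signals from 8440 to 11824. Calb1, which encodes calbindin, ranged from 6323 to 9093, and Grp, which encodes gastrin-releasing peptide, from 5949 to 7297. Both lay above at least 96.8% of the probe sets on every array. The core clock genes Clock and Arntl (BMAL) had signals from 1022 to 1815 and from 940 to 1763, and the enkephalin gene Penk from 751 to 1383. Avp, which encodes vasopressin, had signals from 282.4 to 981.7, and these lay above 71.3% to 86.2% of the probe sets of an array. As a list the 8 markers had a mean log2 fold change of 0.13 between light pulse and sham light pulse, and limma's camera test of the list did not call it (adjusted p = 0.402, and adjusted p = 0.545 with an estimated correlation between genes). Adjusted over the list alone, limma called 0 of the 8, and at an unadjusted p under 0.05 it gave Vip and Cyber-T none. Of 19 other genes of SCN neurons, 7 lay above 0, the mean log2 fold change was 0.01 and the median -0.02 (adjusted p = 0.932 by camera), with 0 called over the list alone. The members with the highest signal were Scg2, a secretory granule protein, at -0.16 (standard error 0.21), and Pcp4, a calmodulin-binding protein, at -0.02 (standard error 0.20).

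**Figure D1:**
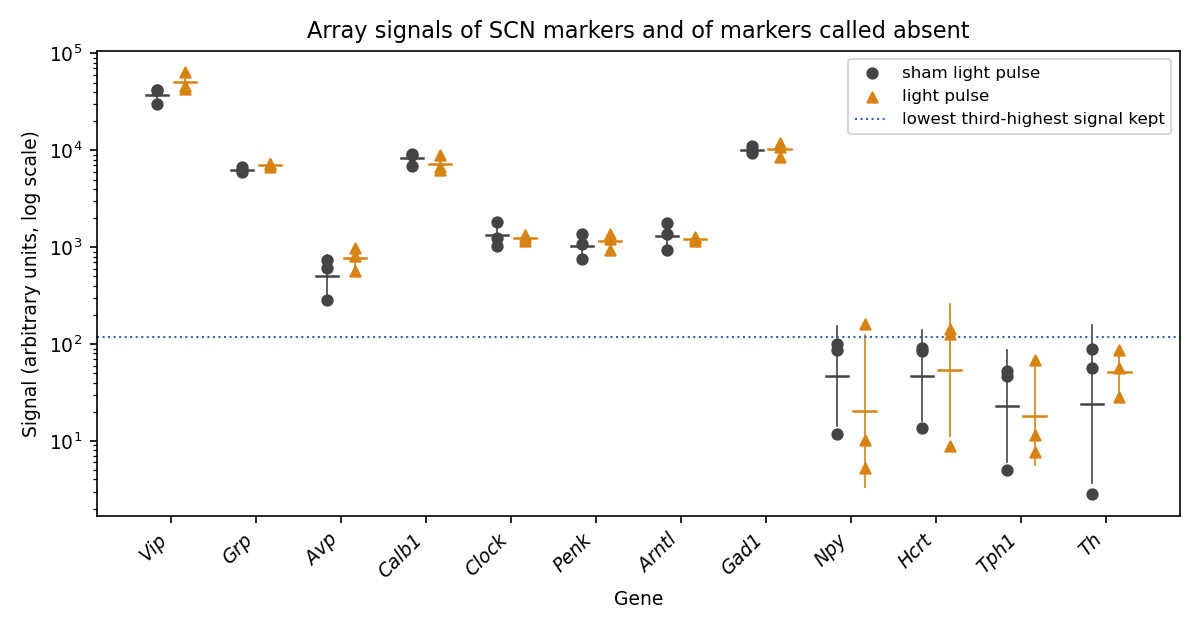
Signals in arbitrary units on a log scale for the 8 SCN markers and for Npy, Hcrt, Tph1 and Th, with 1 point per array (3 sham light pulse and 3 light pulse arrays). Horizontal bars are means and vertical bars SDs of the log2 signals, and the dotted line is the lowest rank 3 signal kept for testing, 118.2, which lies under every point of the 8 SCN markers.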

All 6 arrays displayed strong hybridization signals for the mRNA for vasoactive intestinal polypeptide (VIP), gastrin-releasing peptide, arginine vasopressin, calbindin 28 K, Clock, enkephalin, BMAL, and glutamic acid decarboxylase 67. 

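The transcript of vasoactive intestinal polypeptide (Vip), a peptide of the retinorecipient SCN, was among the most intense on every array. Its signals were 41694, 41960 and 30271 on the sham light pulse arrays and 43194, 46397 and 64589 on the light pulse arrays. Among all 22626 probe sets Vip ranked 18, 19 and 19 on the sham light pulse arrays and 21, 10 and 15 on the light pulse arrays. With each of the 12393 genes counted once, by its highest probe set, its rank ran from 5 to 11. Vip signals were higher on all 3 light pulse arrays than on all 3 sham light pulse arrays, with a log2 fold change of 0.43 (standard error 0.19), which did not pass limma's test (adjusted p = 0.960).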

VIP produced hybridization signals that were in the top 20 genes on 5 out of the 6 arrays (21^st ^on the 6^th ^array). In contrast, neural markers that are not expressed in the SCN, but are expressed in SCN-projecting neurons, received absent calls from all 6 arrays, including neuropeptide Y, preprohypocretin, tryptophan hydroxylase, and tyrosine hydroxylase.

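The markers of SCN-projecting neurons that the paper names had low signals. Npy, the neuropeptide Y gene, ranged from 5.2 to 159.8 over the 6 arrays, and Hcrt, the preprohypocretin gene, from 8.9 to 142.7. Th, which encodes tyrosine hydroxylase, stayed between 2.8 and 88.4, and Tph1, a tryptophan hydroxylase gene, between 5.0 and 68.2. Npy reached the lowest signal kept for testing on 1 array and Hcrt on 2, while Tph1 and Th did so on none, and none of the 4 genes was kept. Signals at this level are near the floor of the arrays, so no fold change between the groups is drawn from them. Of 15 measured markers of neighbouring hypothalamic neurons, 4 were kept, with a mean log2 fold change of 0.23, and camera did not call them (adjusted p = 0.932, with a downward direction). The oxytocin gene Oxt had a log2 fold change of -0.00 (standard error 0.39), and Pomc, the precursor of melanocortins, had -1.09 (standard error 0.43, adjusted p = 0.960 from limma).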

**Figure 1:**
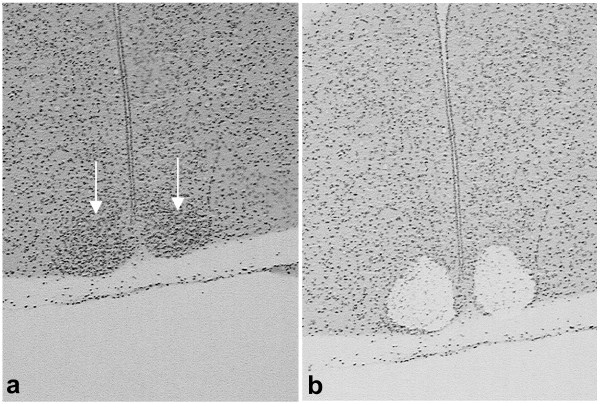
**Laser capture and gene expression in response to a light pulse**. (a) Twelve μm thick coronal section containing the SCN, indicated by arrows. Sections are stained with hemotoxylin. (b) The same section after capture, showing the removal of the paired SCN.

The 22,626 probe sets on the Affymetrix arrays were reduced to 10,340 candidate transcripts for analysis based on the criteria that each probe set was identified as being present using the default settings of GCOS 1.1 software on at least 3 of the 6 arrays. 

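Expression after the light pulse lay close to that after the sham light pulse for most transcripts. The group means of the log2 signals correlated at r = 0.966 across the 10340 probe sets, which are not independent replicates, and 9803 of them (94.8%) lay within 2-fold. More than 2-fold, 270 probe sets were higher and 267 lower, and more than 4-fold, 34 were higher and 20 lower. The 34 included the probe sets of Egr1, Egr2, Fos, Nr4a1, Rrad and Dusp1, which encode transcription factors and signaling proteins. They also included 2 probe sets of Ttr that were high on light pulse replicate 3 alone, with log2 fold changes of 2.92 (standard error 1.86) and 3.52 (standard error 1.69). The 20 lower probe sets held none that passed the test. Large ratios from low signals had wide errors, as for Bves, a membrane protein gene chosen here after its value was seen, with a log2 fold change of 3.32 and a 95% confidence interval from -0.01 to 6.64.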

The results of these probe sets are plotted in Figure 2. Differences between light pulse and sham light pulse groups were assessed according to p-values generated using a Bayesian t-test calculated using the logarithms of the signal intensities for each probe set. A total of six genes were measured as being differentially expressed using our most stringent criteria, which was the application of a Bonferroni correction to the critical p-value for significance (p < 4.84E-06). 

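Immediate-early genes rose in the SCN at the end of the light pulse. Fos and Egr1, transcription factors induced by neuronal activity, rose with log2 fold changes of 4.94 (standard error 0.31) and 4.84 (standard error 0.32), each at an adjusted p of 3.35e-06 from limma. Rrad, a small GTPase that acts on voltage-gated calcium channels, rose by 4.79 (standard error 0.38, adjusted p = 2.69e-05), and Nr4a1, an orphan nuclear receptor, by 3.37 (standard error 0.32, adjusted p = 1.66e-04). Dusp1, the phosphatase that switches off MAP kinases, rose by 2.66 (standard error 0.34, adjusted p = 0.00434). Egr2, a zinc-finger transcription factor, rose by 6.59 (standard error 0.88, adjusted p = 0.00597), and the kinase Pim3 by 1.54 (standard error 0.21, adjusted p = 0.00744). These 7 probe sets passed at an adjusted p under 0.05, and all 3 light pulse arrays lay above all 3 sham light pulse arrays for each of them. An exact permutation test of 3 arrays against 3 cannot give a p below 0.1. Of the 7, all but Pim3 passed the Bonferroni threshold of 4.84e-06 over 10340 probe sets, and Pim3 had an unadjusted p of 5.04e-06. With the Cyber-T test written anew from its description, 5 passed it, namely Fos, Egr1, Nr4a1, Dusp1 and Pim3. For Rrad and Egr2 the Cyber-T p depended on the filter. Rrad had 8.49e-05 over the kept probe sets, 7.17e-09 with no filter and 1.29e-08 with a stricter filter of 5000 probe sets. Egr2 had 2.46e-04, 4.78e-06 and 4.04e-08. Both passed the Bonferroni threshold of the stricter filter, and with no filter Rrad passed and Egr2 did not. Over the kept probe sets, Egr2 and Rrad were not called with Cyber-T. Egr2 was also not called without the intensity trend, or without light pulse replicate 1 (adjusted p = 0.0827) or 2 (adjusted p = 0.0629). Dusp1 was not called without the trend. Pim3 was not called without the trend, without sham light pulse replicate 1 (adjusted p = 0.0584), or without light pulse replicate 2 (adjusted p = 0.0779) or 3 (adjusted p = 0.0601). The paper takes the genes past its Bonferroni threshold as differentially expressed, measures them again by qPCR, and from both assays reports them as increased following the light pulse.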

A second group of 9 genes was identified as meeting a lesser criteria of p < 0.001. 

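A further set of immediate-early and stress response genes stood higher after the light pulse without passing the adjusted test. Klf4, a zinc-finger transcription factor, had a log2 fold change of 1.81 (standard error 0.37), Btg2, an anti-proliferative gene, 1.86 (standard error 0.46), and Gadd45b, a growth arrest and stress response gene, 1.57 (standard error 0.35). Tiparp, a poly(ADP-ribose) polymerase gene, had 1.26 (standard error 0.29), and Jun, a partner of Fos in the AP-1 transcription factor, 1.19 at the probe set with the higher signal (standard error 0.37) and 1.78 at the other (standard error 0.42). Their adjusted p from limma ran from 0.284 for Klf4 to 0.960 for the first Jun probe set. At an unadjusted p under 0.001, limma gave 13 probe sets of 12 genes, all higher after the light pulse, where 10.34 would fall by chance. These were the 7 that passed, the second Egr2 probe set, Klf4, Gadd45b, Tiparp, the second Jun probe set and Fam131a, while Btg2 missed that level (adjusted p = 0.906). Cyber-T gave 15 at that level, also all higher, including Btg2. All 12 genes of Table 1 were called when adjusted over the list alone, and for all 12 the light pulse arrays lay above the sham light pulse arrays, which chance gives in 5% of genes. The study chose this list on these arrays, so neither count is independent evidence; the list's adjusted p by camera was 5.71e-48, and with an estimated correlation the adjusted p was 0.00184.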

All 15 genes of these genes were then analyzed for differences in expression using quantitative real-time PCR (qPCR). All 6 of the genes in the first group were confirmed as having a more than 2-fold increase in expression following the light pulse, while 6 of the 9 genes in the second group were confirmed. In addition, we tested the fold-change of 3 additional genes that had not been identified in our microarray analysis but had previously been shown to be induced by a light pulse (*Egr3*, *Per1*, and *Per2*) [12,13]. 

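On the arrays these 3 genes did not pass limma's test. Per1, a core clock gene that light induces through CREB, was higher on all 3 light pulse arrays, at 328.1, 324.7 and 249.3 against 245.7, 118.5 and 153.9 after the sham light pulse. Its log2 fold change was 0.86 (standard error 0.41, adjusted p = 0.960). Per2 had a log2 fold change of 0.24 at its probe set of higher signal (standard error 0.33), with a 95% confidence interval from -0.47 to 0.94. A second Per2 probe set, higher on all 3 light pulse arrays, had 3.06 (standard error 1.19, adjusted p = 0.963), at signals of 3.8 to 79.3 that the filter left out. Egr3, a relative of Egr1 and Egr2, had signals of 16.0, 20.4 and 15.7 after the sham light pulse and 77.8, 8.0 and 12.6 after the light pulse. These lie near the floor of the arrays, and its log2 fold change from the fit without a filter was 0.20 (standard error 1.23).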

Of this group, *Egr3 *showed a significant increase in expression following the light pulse but no significant difference in *Per1 *or *Per2 *expression was detected. 

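Signals of 12 genes, Btg2, Dusp1, Egr1, Egr2, Fos, Gadd45b, Jun, Klf4, Nr4a1, Pim3, Rrad and Tiparp, were higher on all light pulse arrays than on all sham light pulse arrays. Egr1 had a signal of 492.8 ± 207.8 (SD, n = 3 arrays) after the sham light pulse and of 13665 ± 3618 (SD, n = 3) after the light pulse, which is 28.6-fold as a ratio of geometric means (95% confidence interval 17.8 to 45.8). Fos went from 445.1 ± 196.1 to 13037 ± 2286 (SD, n = 3 each), 30.8-fold (19.3 to 49.1). Egr2 was near the floor after the sham light pulse, at 32.2, 94.3 and 3.1, and at 1890, 2123 and 2114 after the light pulse, so that its 96.6-fold ratio has an interval from 26.1 to 358. The Egr2 ratio was 37.0-fold without sham light pulse replicate 3, 204-fold without sham light pulse replicate 2, 24.4-fold with an offset of 50 before the log2 and 47.3-fold as a ratio of arithmetic means. Rrad rose 27.6-fold (15.6 to 48.9), from 62.3 ± 25.4 to 1636 ± 246.1 (SD, n = 3 each). Its 3 sham light pulse signals lay below the lowest rank 3 signal kept, near the floor, and with the offset of 50 its ratio was 15.2-fold. Nr4a1 rose 10.3-fold (6.41 to 16.6). Dusp1 rose 6.31-fold (3.81 to 10.4) and Pim3 2.92-fold (2.12 to 4.00), the latter from a signal of 4096 ± 203.3 (SD, n = 3) after the sham light pulse. The genes that did not pass the adjusted test had ratios of 3.50 for Klf4, 3.62 for Btg2, 2.96 for Gadd45b, 2.40 for Tiparp and 2.27 for Jun. Relative to its mean signal, Gadd45b varied most of the 12 genes between the light pulse arrays, with signals of 2955, 1752 and 1044.

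**Figure D2:**
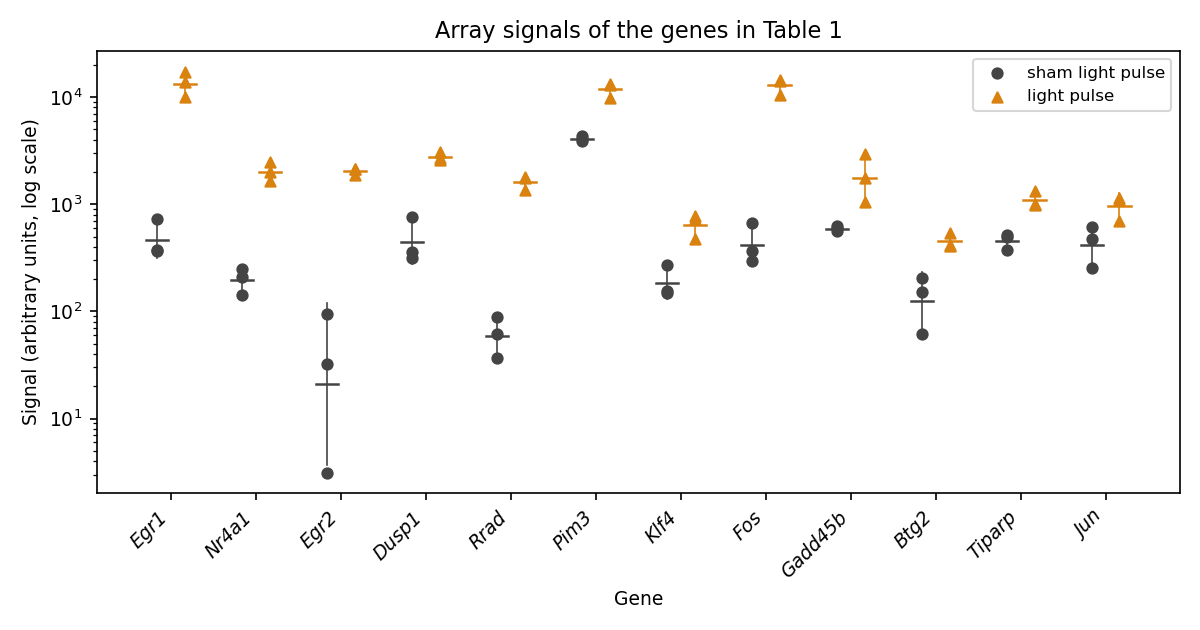
Signals in arbitrary units on a log scale for the 12 genes of Table 1, with 1 point per array (3 sham light pulse and 3 light pulse arrays); horizontal bars are means and vertical bars SDs of the log2 signals. For all 12 genes the light pulse arrays lie above the sham light pulse arrays, with Egr2 at 3.1 to 94.3 after the sham light pulse and 1890 to 2123 after the light pulse.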

The identities of these genes and their fold-changes as calculated using the microarrays and qPCR are shown in Table 1 and Figure 3. The correlation coefficient between fold changes determined by microarray analysis and by real-time PCR was 0.87 (Spearman's rank-correlation, *p *= 0.00003). 

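No probe set was lower after the light pulse at an adjusted p under 0.05 from limma, and Cyber-T over the same probe sets gave 0 lower at p under 0.001. With no filter Cyber-T gave 19 lower at that level, and over the kept probe sets with each array left out in turn it gave 0 to 11, the most without light pulse replicate 1. At an unadjusted p under 0.05, limma gave 228 lower and 218 higher, 446 in all where 517 would fall by chance, and Cyber-T gave 442. The 5 genes with the smallest unadjusted p among the lower ones, none of which passed, were Ids, a lysosomal sulfatase, with a log2 fold change of -1.70 (standard error 0.42), Ywhaq, a 14-3-3 protein, with -1.54 (standard error 0.38), the replication factor gene Rfc4 with -1.92 (standard error 0.51), the sorting nexin Snx5 with -1.09 (standard error 0.30) and the zinc-finger gene Zfp644 with -1.76 (standard error 0.49). Their unadjusted p began at 0.00136 and their adjusted p ran from 0.906 to 0.960. Among the 6739 genes with a kept probe set, 387 had all light pulse arrays above all sham light pulse arrays and 295 had them below, where chance gives 5% in each direction. Without light pulse replicate 1 there were 6 lower probe sets at p under 0.001 and none that passed the adjusted test. In a simulation over the 10340 probe sets, 86% of 4-fold changes and 24% of 2-fold changes were recovered. It changed 50 probe sets at each of 2-, 4-, 8- and 16-fold. The Benjamini-Hochberg adjustment is milder where many probe sets change, and on the real arrays 7 were called. These shares may therefore be too high for a small number of decreases, and recovery in that case was not tested.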

There were no transcripts that showed a significant decrease in expression following the light pulse.

**Figure 2:**
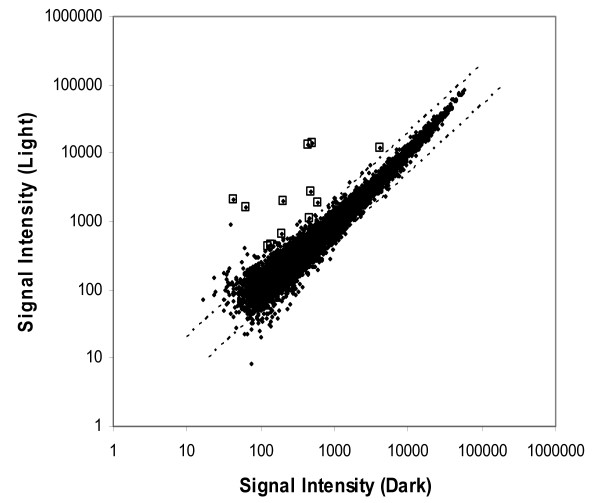
**Gene expression after light pulse vs. sham light pulse**. Summary comparison of gene expression after a light pulse vs. control dark pulse. Each point represents one gene that was present on at least half of the arrays. The boxes indicate data points that were subsequently confirmed as significantly different between conditions by qPCR.

**Table 1:** Fold change in expression following a light pulse

Gene Symbol	Gene Title	Entrez Gene ID	Fold-Array*	p-value**
Egr1	early growth response 1	13653	27.7	3.45E-13
Nr4a1	nuclear receptor subfamily 4, group A, member 1	15370	10.2	2.13E-09
Egr2	early growth response 2	13654	47.3	4.19E-08
Dusp1	dual specificity phosphatase 1	19252	5.8	6.18E-08
Rrad	Ras-related associated with diabetes	56437	26.2	7.89E-08
Pim3	proviral integration site 3	223775	2.9	1.32E-06
Klf4	Kruppel-like factor 4 (gut)	16600	3.4	2.07E-04
Fos	FBJ osteosarcoma oncogene	14281	29.3	2.18E-04
Gadd45b	growth arrest and DNA-damage-inducible 45 beta	17873	3.2	2.58E-04
Btg2	B-cell translocation gene 2, anti-proliferative	12227	3.3	5.84E-04
Tiparp	TCDD-inducible poly(ADP-ribose) polymerase	99929	2.4	6.02E-04
Jun	Jun oncogene	16476	3.5	6.99E-04

* Fold-array indicates the fold-difference in gene expression following a light pulse as compared to a sham light pulse. ** Bayesian t-test using Cyber-T software (see Methods section for details)

**Figure 3:**
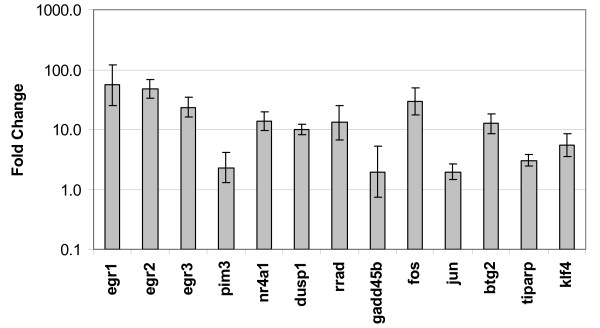
**Fold change of light-induced genes, measured by qPCR**. Fold change following a light pulse of genes significantly upregulated following the light pulse as compared to the sham light pulse, as measured by qPCR. Error bars represent 95% confidence intervals.

The failure to detect an increase in *Per1 *expression was unexpected, as some previous reports detected an increase in *Per1 *mRNA expression within 10 minutes of the onset of a nocturnal light pulse [14]. However, we hypothesized that the increase in *Per1 *might be occurring later in our study. Therefore, we harvested SCN tissue from mice one hour after the start of a 30 minute light pulse or sham light pulse, 30 minutes later than in our initial study. qPCR assays of these captures revealed a significant increase in both *Per1 *(7.0× over dark pulse, 95% confidence interval of 2.8 – 17.8, n = 4 per group) and *Per2 *(1.9× over dark pulse, 95% confidence interval of 1.1 – 3.4, n = 4 per group) expression after the light pulse as compared to the sham light pulse.

### Analysis of promoter regions of light-induced genes

We reasoned that if these light-induced genes were important to the basic mechanism of photic signalling to the SCN and were activated by a common mechanism, they may share common regulatory sequences. Ca^2+^/cAMP response elements (CRE) have been shown to play a critical role in circadian rhythmicity and the photic entrainment system [15,16]. We therefore took a comparative evolutionary genomic approach to ask whether all of the light-inducible genes in the SCN that we detected contain conserved CRE elements in their promoters. We found at least one highly conserved CRE element within 2 kb upstream of the start codon in 12 of the 13 genes induced by light immediately following the light pulse (Figure 4, Table 2 Additional file 1). The only gene lacking a conserved CRE element within 2 kb of the start codon was *Nr4a1*. Most of these CRE elements were highly conserved not only at the nucleotide sequence level but also in their relative positions within the promoter region in the five mammalian species examined (mouse, rat, human, cow and dog), suggesting that these elements are important to coordinate the regulation of this group of genes. Previous studies have also demonstrated that cAMP-dependent activation of transcription by p-CREB largely depends on the presence of TATA elements downstream of the CRE element [17]. 

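On the arrays Egr2, Fos and Egr1, which have a conserved CRE with a TATA element, were the 3 genes with the largest increases among the 13 genes of Table 2 induced at the end of the light pulse. Rrad, with a conserved CRE and no TATA element listed, came next, followed by Nr4a1, which has neither, and then Dusp1, with both. The order of Egr2, Fos, Egr1 and Rrad was not stable. With the offset of 50 it was Fos (27.5-fold), Egr1 (25.8-fold), Egr2 and then Rrad. With arrays left out Rrad lay above Egr1 without sham light pulse replicate 1 (33.8-fold against 25.6-fold) and without light pulse replicate 3 (26.3-fold against 25.2-fold), and above Fos without light pulse replicate 1 (30.3-fold against 29.3-fold). The 8 genes with both elements had a mean log2 fold change of 2.94 and the other 5 a mean of 2.62. The difference of 0.31 did not pass the test (exact permutation test, two-sided, p = 0.798 over 1287 arrangements of the 13 genes). Over the fits with 1 array left out the difference did not pass either. It ran from 0.08 (without sham light pulse replicate 3) to 0.65 (without sham light pulse replicate 2). Without Egr3, left out after the values were seen because all its signals lie near the floor, the difference was 0.70 (exact permutation test, two-sided, p = 0.547 over 792 arrangements). Genes are not independent replicates, and the sham light pulse signals of Egr2 and Rrad also lie near the floor.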

We found that 8 out of the 12 genes with CRE elements also possess TATA elements in proximity to the CRE element, including the 4 genes that showed the largest increases in expression following the light pulse. By these same criteria, *Per1 *has both a conserved CRE element and a conserved TATA box, while *Per2 *has neither. In contrast, in 8 other clock genes (Table 3) that were not upregulated 30 minutes after the light pulse onset in this study, only one (*Csnk1d*) had both a conserved CRE element and a nearby TATA box. This difference (12/13 vs. 1/8) is statistically significant (Fisher's Exact Test, p < 0.001).

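None of the 8 clock genes of Table 3 passed limma's test after the light pulse. Cry1 and Cry2, the cryptochrome repressors of the clock, had log2 fold changes of -0.13 (standard error 0.30) and 0.60 (standard error 0.45). Clock and Arntl (Bmal1), which drive the clock's transcription together, had -0.10 (standard error 0.29) each. Rora, an orphan nuclear receptor that acts on Bmal1, had -0.56 (standard error 0.36), and Csnk1e, which encodes casein kinase 1 epsilon, 0.07 (standard error 0.63). A second Csnk1e probe set, left out by the filter, was higher on all 3 light pulse arrays, with 1.92 (95% confidence interval 0.05 to 3.80, adjusted p = 0.963), and a second Rora probe set, also left out, had -2.24 (standard error 1.13). Nr1d1 (Rev-erb-alpha) lay below the filter, and its value from the fit without a filter was -0.05 (standard error 1.21). Csnk1d, which encodes casein kinase 1 delta, was higher on all 3 light pulse arrays, as was Cry2, with a log2 fold change of 0.42 for Csnk1d (standard error 0.20, unadjusted p = 0.0514, adjusted p = 0.960). Its other kept probe sets were divided, with 0.76, 0.30 and -0.38. As a list, the 7 kept genes had a mean log2 fold change of 0.03 and a median of -0.10, 3 of them above 0, and camera did not call them (adjusted p = 0.897).

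**Figure D3:**
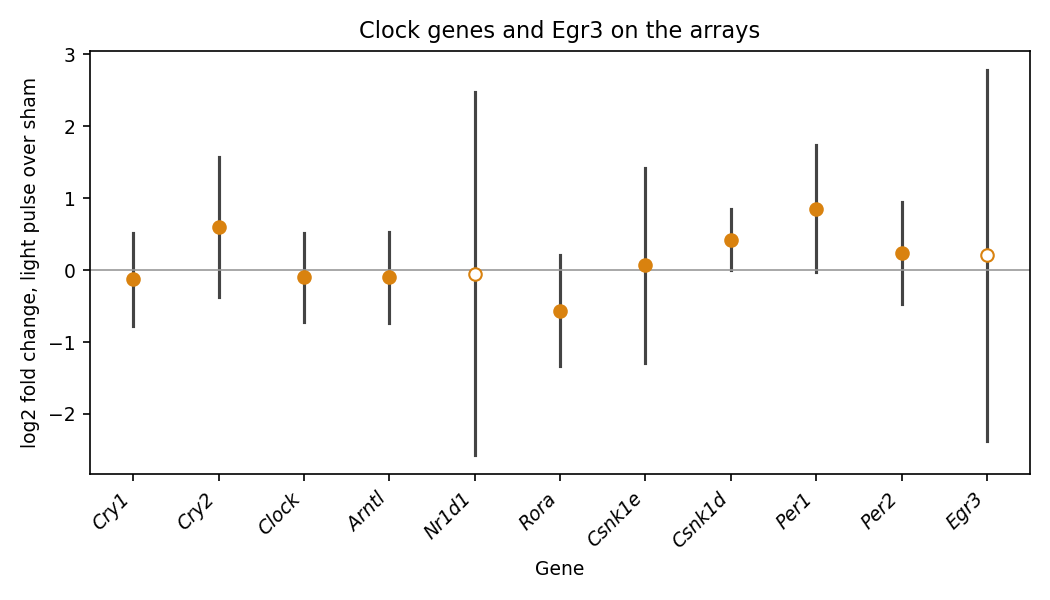
Log2 fold change of light pulse over sham light pulse (3 arrays each) for the 8 clock genes of Table 3 and for Per1, Per2 and Egr3, with 95% confidence intervals from limma as bars. Open points are genes below the filter, from the fit without a filter; every interval includes 0, and that of Per1 begins at -0.02.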

**Figure 4:**
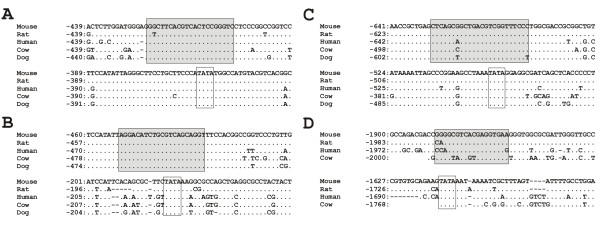
**Conserved promoter elements in light-induced genes**. Conserved CRE and TATA-box elements in promoter regions of four immediate-early genes in five mammalian genomes: (A) *Egr1*, (B) *Fos*, (C) *Per1 *and (D) *Klf4*. Translational start codon ATG begins at +1. Alignment gaps are shown as dashes (-), dots (.) indicate identity to the first sequence. For Klf4, genomic sequence of dog was not available. Predicted conserved CRE elements are outlined with shaded boxes; putative TATA-boxes are shown with white boxes.

**Table 2:** Conservation of CRE and TATA elements in light-induced genes

**Ensembl gene ID**	**Gene name**	Number of conserved CRE elements*	Genomic positions of CRE elements**	**Genomic positions of TATA boxes**
ENSMUSG00000020423	Btg2	2	-277 to -257 (3) -259 to -239	No TATA
ENSMUSG00000024190c	Dusp1	2	-349 to -329 -301 to -281 (4)	-180 to -175***
ENSMUSG00000038418	Egr1	3	-925 to -905 -424 to -404 -355 to -335	-363 to -360 -686 to -682
ENSMUSG00000037868	Egr2	1	-414 to -394	-302 to -298
ENSMUSG00000033730	Egr3	2	-645 to -625 (2) -592 to -572	-599 to -596
ENSMUSG00000021250	Fos	3	-500 to -480 -452 to -432 (2) -225 to -205 (2)	-183 to -178
ENSMUSG00000015312	Gadd45b	1	-925 to -905	No TATA
ENSMUSG00000052684	Jun	2	-1261 to -1241 -1002 to -982	-505 to- 502*****
ENSMUSG00000003032	Klf4	2	-1023 to - 1003 -986 to -966	-778 to -774
ENSMUSG00000023034	Nr4a1	N/A****	N/A	No TATA
ENSMUSG00000020893	Per1	1	-355 to -335 (2)	-500 to -497
ENSMUSG00000055866	Per2	N/A	N/A	No TATA
ENSMUSG00000035828	Pim3	1	-686 to -666 (2)	No TATA
ENSMUSG00000031880c	Rrad	1	-522 to -502	No TATA
ENSMUSG00000034640	Tiparp	1	-1863 to - 1843	-1615 to -1610

* We defined CRE element as being evolutionary conserved if it was present in at least 3 out of 5 mammalian genomes (Mouse, Rat, Human, Cow and Dog). ** Number in parenthesis indicates how many overlapping CRE elements were identified in the promoter sequence, however, coordinates of only the first of the overlapping elements are given here. *** Mouse and rat promoters have non-canonical CATAAAA variants instead of canonical TATAA in human, cow and dog. However, this non-canonical variant is known to function in a TATA box-like fashion [56,57]. **** N/A = not applicable, because in Nr4a1 and Per2, no conserved CREs were detected within 2 kb of the promoter sequence. ***** In human sequence TATA box was identified within 300 bp downstream of conserved CRE; however, it was not present in other genomes. See additional file 1 for additional notes for this table.

**Table 3:** CRE and TATA elements in selected clock genes

**Ensembl gene ID**	**Gene name**	Number of conserved CRE elements within the promoter sequence *	**Genomic positions of upstream CRE elements in mouse promoter relative to start codon (ATG starts at position +1)**	**Genomic positions of TATA boxes if any**
ENSMUSG00000020038	Cry1	1	-600 to -580	No TATA
ENSMUSG00000068742	Cry2	1	-262 to -242	No TATA
ENSMUSG00000029238	Clock	No CRE ***	N/A	-472 to -469 ****
ENSMUSG00000055116	Bmal1	No CRE	N/A	No TATA
ENSMUSG00000020889	Rev-erb-alpha (Nr1d1)	No CRE	N/A	No TATA
ENSMUSG00000032238	Ror-alpha (Rora)	No CRE	N/A	No TATA
ENSMUSG00000022433	Casein kinase 1 epsilon (Csnk1e)	No CRE	N/A	No TATA
ENSMUSG00000025162	Casein kinase 1 delta (Csnk1d)	1	-330 to -310 (4) **	-570 to -567

* We defined CRE element as being evolutionary conserved if it was present in at least 3 out of 5 mammalian genomes (Mouse, Rat, Human, Cow and Dog). ** Number in parenthesis indicates how many overlapping CRE elements were identified in the promoter sequence, however, coordinates of only the first of the overlapping elements are given here. *** Only mouse and human promoters had predicted CREs; however, these CREs were located in different positions and therefore we did not consider them as being evolutionary conserved. **** Multiple TATA boxes were identified in each species; however, not all of them were evolutionary conserved in all sequences. TATA box shown was shared between four out of five species because dog genomic sequence was not available in that region.

## Discussion

The results of this study identify a total of 13 transcripts that show significant increases in expression 30 minutes after the onset of a light pulse during the early night. It is important to note that this study examined gene expression in only the earliest moments of the response to photic stimulation. It is likely that repeating this study at later time points would reveal additional light-induced genes.

Four of the differentially expressed transcripts identified in the microarray analysis have not previously been identified as being induced by light: *Egr2*, *Pim3*, *Gadd45b*, and *Tiparp*. 

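Several probe sets read these 4 genes, and they differed in signal and size of change. For Egr2 both probe sets were higher on all light pulse arrays, the second with a log2 fold change of 5.46 (standard error 0.93, adjusted p = 0.0606 from limma), from signals of 65.4, 47.8 and 2.8 to 846.2, 829.5 and 1073. The called Pim3 probe set and the kept probe sets of Gadd45b and Tiparp have identifiers whose endings mark probes that may be shared with other transcripts, as does the second Egr2 probe set. Of the other Pim3 probe sets, left out by the filter, the first was higher on all light pulse arrays, with 1.41 at signals of 40.2 to 201.9 and a 95% confidence interval from -0.11 to 2.93, and the second had 1.62 (standard error 1.32) at signals of 2.4 to 122.9. For Gadd45b the kept probe set stands beside a pair left out by the filter, with 2.79 (standard error 1.00) and 0.71 (standard error 0.97). For Tiparp the kept probe set was higher on all light pulse arrays, while the others had -0.77 (standard error 1.13) and -1.69 (standard error 1.18, lower on all light pulse arrays), at signals of 4.7 to 149.7 that the filter left out.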

*Egr2 *is a zinc-finger transcription factor of the same family as *Egr1 *and *Egr3*. There is insufficient information available to generate a clear hypothesis about the function of Egr genes in the SCN. *Pim3 *is a serine/threonine protein kinase that has anti-apoptotic functions in a variety of tissues [18,19], but its role in neurons has not been investigated. In contrast, the known functions of *Gadd45b *and *Tiparp *suggest potential connections to SCN function. In beta cells, Gadd45b inhibits apoptosis as well as JNK and ERK activation [20]. Gadd45b has similar functions in hematopoietic cells [21]. *Gadd45b *is upregulated in the hippocampus in response to electroconvulsive shock, consistent with a neuroprotective function [22]. If Gadd45b acts to inhibit ERK activation in the SCN, then that would be consistent with the idea that some of these light-induced genes act to downregulate the sensitivity of the SCN to subsequent stimuli, and possibly contribute to the SCN's strong resistance to excitotoxicity [23].

*Tiparp *encodes TCDD-inducible poly [ADP-ribose] polymerase and is activated through an aryl hydrocarbon receptor-dependent pathway [24]. Activation of this pathway by tryptophan photoproducts alters the expression of clock genes and inhibits glutamate-induced phase shifts in SCN 2.2 cells [25]. The aryl hydrocarbon receptor shares significant structural similarity with Bmal1, a core clock gene, and may interact directly with Bmal1, providing a potential substrate for altering clock function [26]. The induction of *Tiparp *provides another potential mechanism for altering clock function, although the targets for ribosylation in the SCN are unknown.

Three genes identified in our study (*Rrad*, *Btg2*, *Klf4*) were recently reported as light-induced in a study using high-coverage expression profiling [27], and another gene, *Dusp1*, was also recently characterized as light-induced [28]. *Dusp1 *encodes MAP kinase phosphatase 1 (MKP1), and is now thought to play a role in the termination of the photic signalling cascade. One of the critical steps in the response of the SCN to photic signaling is the phosphorylation of the extracellular signal regulated kinases (ERK), leading to phosphorylation of CREB and changes in transcription [29,30]. An increase in functional MKP1 would reduce the sensitivity of the SCN to photic stimuli, and shut down the transcriptional mechanisms turned on by light. It also might help explain the extraordinary resistance of SCN cells to excitotoxicity [23], by downregulating the responses of SCN cells during periods of extended stimulation.

*Rrad*, *Btg2*, and *Klf4 *have not been examined in the context of circadian clock function. However, given what is known about the role of *Rrad *in other systems, increased Rrad protein would also serve to downregulate the response of SCN cells to subsequent stimulation. *Rrad *encodes a small GTPase that binds to calmodulin and CaM Kinase II [31]. Increased Rrad expression is associated with the removal of voltage-gated calcium channels from the plasma membrane [32], which would reduce the response of SCN neurons to excitatory stimuli. In addition, CaM Kinase II has already been shown to play a role in the regulation of light-induced phase delays, through actions leading to the transcription of *Per1 *[33,34]. Consistent with this theme of downregulating cellular responses to stimuli, *Btg2 *and *Klf4 *both have anti-apoptotic functions in other cellular systems [35,36], but their role in the SCN remains unknown.

The remaining five genes are well known light-induced genes: *Egr1*, *Egr3*, *Fos*, *Nr4a1*, and *Jun*. Investigations into the function of these genes in the response of the SCN to photic stimuli have been extremely limited. Mice lacking functional copies of *Egr1 *and *Nr4a1 *(*nur77*) do not show altered circadian rhythms, suggesting that these genes do not play an important role in entrainment [10], although there could be compensatory mechanisms in the knockout mice that mask the role of these genes. In contrast, mice lacking *Fos *show an attenuated phase response curve to light [5], suggesting that this gene is involved in the signal transduction mechanism for conveying photic information to the molecular clock mechanism. The critical factor in the response of the circadian clock to light is the increase in expression of period genes, through a mechanism that does not appear to require Fos. One possibility is that mechanisms within the cell that are activated by Fos protein are important for the communication of information from retinorecipient cells to other parts of the SCN. Another piece of evidence implicating both *Fos *and *Jun *in entrainment is that microinjection of antisense oligonucleotides for these transcripts into the brain inhibits the phase shifting effects of light [37]. In addition, the behavioral phase shifts are highly correlated with changes in *Fos *expression, but not with *Egr1 *or *Nr4a1 *expression [38]. There have been no functional studies regarding the role of *Egr3 *in the circadian clock.

We found that nearly all of the light-induced genes identified in this study had evolutionary conserved CRE elements in their promoter regions, with the strongest light inducible responses coming from the combination of CRE elements and associated TATA boxes. On the other hand, core clock components that are not induced by light lack this combination of promoter elements, with one exception (casein kinase 1 delta). The slower, longer-lasting increase in *Per2 *relative to the other induced genes has been described elsewhere [39]. The loss of a conserved CRE element from the *Per2 *promoter may be a component of its functional divergence from *Per1*. It is likely that while the CRE element helps drive transcription of light-induced genes, there are other important regulatory elements responsible for controlling the time course of expression in response to activation by p-CREB. However, these data strongly suggest that the presence of the CRE element drives transcription of a coordinated array of immediate-early genes in the SCN in response to photic stimulation. Further evidence of this is the finding that CREB specifically binds to the CRE sequences in the *Dusp1 *promoter [28]. Observed evolutionary conservation of CRE elements among mammalian genomes that diverged at least 90 million years ago (MYA), such as primate-cattle divergence at about 90–98 MYA [40], and primate-rodent divergence at about 90 MYA [41], indicates that the functional role of these elements in regulation of clock genes has likely remained the same in different mammals. Although this kind of *in silico *analysis requires further experimental evidence, and while the role of many light-induced genes in the SCN remains unknown, these data support the idea that the response of the SCN to photic input is not limited to pathways involved directly in entrainment.

## Conclusion

The results from this study demonstrate the existence of previously unknown light-induced immediate-early genes in the SCN. Several of these genes have been previously shown to be involved in a reduction of cellular activity and/or the prevention of apoptosis. These data suggest that in addition to the responding to light by shifting the timing of the circadian clock, mechanisms exist to reduce the long-term sensitivity of the SCN to light during nocturnal light exposure. Most light-induced genes have evolutionary conserved CRE elements in their promoter regions, supporting a common mechanism for a coordinated transcriptional response to photic input. Further investigation into the functional role of light-induced genes may yield new insight into the mechanisms of circadian clock function.

## Methods

### Animals

Adult male C57BL/6 mice were individually housed in a 14:10 light/dark cycle in their experimental room and cage for at least two weeks prior to the experiment. They were then exposed to a 30 minute light pulse (2400lux) or a dark pulse (sham) starting one hour after lights off. Previous research has shown that this duration and intensity of light is well below the threshold for induction of retinal apoptisis [42]. Immediately after treatment, mice were euthanized via cervical dislocation. Dark pulse mice were euthanized under dim red light, and both light and dark pulse animals' eyes were dissected out immediately to avoid excess exposure to light. The mice were then decapitated and the brains were quickly removed and frozen in isopentane cooled in dry ice. Brains were stored at -70°C until ready for further processing. Animals were handled in accordance with the guidelines of the PHS Guide to the Care and Use of Laboratory Animals and all NIH regulations.

### Laser Capture Microscopy/RNA purification

Brains were cut into 12 μm thick sections on a cryostat and directly mounted onto glass slides. Sections were stained using a quick protocol to allow for visual identification of the suprachiasmatic nucleus. First the sections were fixed in a 75% EtOH solution for 30 seconds, rinsed in water to remove excess EtOH from the slide, and then immersed in Hemotoxylin for 90 seconds. Slides were then washed in molecular biology grade water. The slides then were taken through an alcohol dehydration series of 75%, 95% and 100% EtOH for 30 seconds each, followed by immersion in xylenes for 5 minutes. The slides were removed from the xylene, and once the remaining xylenes had evaporated the slides were placed into a laser capture microscope (Arcturus) and the SCN was identified and captured into CapSure^® ^HS LCM Caps (Molecular Devices).

For microarrays and validation of microarrays by quantitative real-time PCR (qPCR), 6 consecutive SCN sections were captured from each mouse. The specificity of each capture for SCN tissue was confirmed after capture by examination of both pre and post-capture images of the tissue. While it is possible that a few cells were technically extra-SCN from any given sample, we estimate that this would comprise less than 1% of the total captured material. Samples from three mice were then pooled together within the same treatment, so in total there were 18 SCN sections pooled together. For the *Per1 *and *Per2 *time course experiment, 6 consecutive SCN sections from each mouse were used but multiple mice were not pooled for analysis. The pooled samples were purified using an RNA purification kit (Picopure from Molecular Devices) including a DNase treatment. A 1 μl aliquot of each sample was removed and processed on an Agilent Bioanalyzer 2100 using the Agilent Lab-on-a-Chip Picochip RNA kit. Only samples with RNA integrity numbers about 6.8 were processed further. RNA was stored at -70°C until ready to proceed.

### Microarrays

For experiments involving microarrays, 1 ng of total RNA was processed through two rounds of linear amplification using RiboAmp HS kits (Molecular Devices). Amplified samples were labeled, fragmented, and hybridized to Affymetrix Mouse 430A 2.0 Genechips using the standard Affymetrix protocols according to the 2004 edition of the Affymetrix technical manual. Signal intensities for each gene were generated using the Microarray Suite 5.0 algorithm by Affymetrix GCOS software. In addition to the signal intensity, each gene was determined to be present, marginal, or absent using default software settings. Signal intensity and present/absent data were imported into Excel and filtered such that only genes that received a present call in at least 3 of the 6 arrays were included in the analysis. This reduced the total number of probe sets to be analyzed from 22,626 to 10,340. Signal intensities for the three light pulse and three dark pulse arrays were analyzed using Cyber-T software [43] using the default settings. This software generates p-values for each gene as a test of differences between light and dark pulse groups using a Bayesian t-test [44]. Two sets of candidate genes were selected based on the results of this test. The first set was characterized by Bayesian t-test p-values that were below the critical value for a Bonferroni multiple-comparison correction (p < 4.8E-06). The second set met a lesser criterion of p < 0.001. The false discovery rate was examined empirically by qPCR confirmation.

The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus (GEO, [45]) and are accessible through GEO Series accession number GSE6904.

### Real Time PCR

For experiments involving qPCR validation, Taqman 20× gene expression probes were ordered from Applied Biosystems for the genes shown to be significantly upregulated from the microarray results. qPCR was performed on an Applied Biosystems Prism 7000 sequence detection system. Purified Total RNA from above was reversed transcribed using Taqman Reverse Transcription reagents kit, using standard protocol with random hexamers. qPCR was conducted using Taqman Universal Master Mix on the experimental samples, with all samples being assayed in triplicate. Each plate run included a subset of primers for mouse gapdh as a control gene. Analysis of relative gene expression in real-time PCR experiments were performed using the 2^-ΔΔCT ^method[46].

### Analysis of evolutionary conservation of CRE and TATA elements in the promoter sequences

Genomic sequences of promoter sequences for five mammalian species were downloaded from Ensembl Genome Browser [47], release 42. The following genomes were used: NCBI build m36 assembly of mouse (*Mus musculus*) genome, NCBI 36 assembly of human (*Homo sapiens*) genome, whole genome shotgun (WGS) assembly CanFam2.0 of dog (*Canis familiaris*) genome, WGS preliminary assembly Btau_2.0 of cow (*Bos taurus*) genome, and RGSC 3.4 assembly of rat (*Rattus norvegicus*) genome. Promoters were defined as 2 kb upstream of the annotated translational start sites (ATG) of respective immediate-early and clock genes.

Putative CRE (cAMP-response) elements were identified using MatInspector [48,49] using vertebrate matrices of the Matrix Family Library Version 6.2 (October 2006) [50]. If multiple overlapping CREs were detected within 10 bp of each other, they were considered to form a single CRE. After CRE elements were identified in each sequence, a search for downstream TATA boxes was performed.

Multiple sequence alignments of the promoter sequences were constructed with the program BlastZ that is specifically fine-tuned to capture sequence similarity of large non-coding sequences such as those found in the promoter regions [51] using MultiPipMaker [52,53]. Putative CRE elements and TATA boxes from mouse promoters were mapped onto the alignments. If the same elements were detected in the homologous position in at least two out of four other mammalian genomes, such CREs and TATA boxes were considered evolutionary conserved and likely to be functional [52,54,55].

## Authors' contributions

VMP carried out the laser capture, microarray hybridization, and qPCR analysis and helped to design the study and draft the manuscript. HP carried out the comparative genomic analysis and participated in drafting the manuscript. EMM conceived of the study, performed the statistical analyses, and drafted the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional File 1 Supplementary notes for table 2. Additional information on the alignment of promoter sequences across species. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

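RNA from the SCN of mice given a light pulse or a sham light pulse was measured on Affymetrix Mouse 430A 2.0 arrays, 3 per group, each a pool of 3 mice. The deposited signal intensity of each probe set was made by the authors with the Microarray Suite algorithm (MAS5, named in the submitters' processing notes without a version) and scaled per array; it is on a linear scale, with 22626 probe sets and no control probe sets or present calls in the table used. Groups and replicate numbers were taken from the sample labels and the paper. Gene names came from a table that pairs the probe sets with the platform's annotation: 20380 probe sets had 1 gene symbol, 691 had several and 1555 had none, and only those with 1 symbol were named, giving 12393 genes. Symbols were checked against a current mouse gene table through the Entrez ID, which changed 0 of them.

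From the signals, the log2 was computed with no offset and compared between light pulse and sham light pulse with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with an intensity trend; two-sided; Benjamini-Hochberg adjustment; threshold 0.05) over 10340 probe sets, the number the paper kept. They were chosen by the rank 3 signal over the 6 arrays, in place of the paper's rule of present calls on at least 3 arrays. The paper's Cyber-T test was written anew from its published description, with a window of 101 probe sets and a prior weight of 10; the paper's own software was not used here. A fold is the ratio of geometric mean signals. Where a gene had several probe sets, the one with the highest mean log2 signal stands for it, which left 6739 genes among the kept probe sets. A gene the paper names that the filter left out has its value from a fit of all probe sets.

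The rules and gene lists were fixed before the data were examined, except where the text says otherwise. The genes named are those the paper names, the called genes, of each list its called members or else the 2 with the highest mean signal, and the 5 genes with the smallest unadjusted p in a direction with fewer than 5 calls; values in the paper's tables had been seen by then. Of 24 gene lists 19 had at least 3 members with a kept probe set and were tested with limma's camera (preset correlation 0.01, adjusted over the 19), with an estimated correlation and with fry as alternatives. They cover the genes of Table 1, the SCN markers, clock genes, other SCN neuron genes, other immediate-early genes, CREB targets, MAP kinase feedback, apoptosis, p53 targets, receptors, calcium channels, heat shock and markers of other cell types.

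The alternatives were no filter, a stricter filter of 5000 probe sets, quantile normalization, a common 75th percentile, an offset of 50 before the log2, no intensity trend, Cyber-T in place of limma, a prior weight of 5 in it, signals without the logarithm in it, the replicate number as a block, no probe sets whose ID ending marks shared targets, 1 probe set per gene, ratios of arithmetic means, and leaving out each array. The limma and Cyber-T steps were tested on simulated data with 50 probe sets changed at each size: limma recovered 24% at 2-fold, 86% at 4-fold, 96% at 8-fold and 100% at 16-fold with 11 false calls, and Cyber-T 20%, 78%, 92% and 98% with 6. Camera called 0 of 100 simulated lists that were not shifted and 100 of 100 shifted by a log2 of 0.4. Array signals give no counts, and 3 arrays per group set the precision. The qPCR values, the later time point and the promoter alignments were not analysed here.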

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

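The tests of low signals, of SCN neuron genes and of Ttr, and the rule for single arrays, were chosen only after the result was seen.

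Other immediate-early genes, a list that leaves out the genes of Table 1, stood higher after the light pulse. All 27 kept members lay above 0, with a mean log2 fold change of 0.51, and camera called the list (adjusted p = 3.25e-07; adjusted p = 0.0294 with an estimated correlation, and adjusted p = 0.0836 with it when the genes of Table 1 were left out of all lists). No single member passed limma's test over the list alone; the members with the highest signal were Mcl1, an anti-apoptotic gene, at 0.55 (standard error 0.20), and Tsc22d1, a transcription factor gene, at 0.12 (standard error 0.17). Array scaling and any 1 array as the whole cause are argued against: after quantile normalization 3e-04 of 10000 random lists matched on signal had as high a mean, and with each array left out at most 7e-04 did, although single genes were drawn, so that correlation within the list is not in that spread. The other SCN neuron genes gave no sign of a larger share of SCN neurons in the light pulse captures. Their mean was 0.01, with an upper 95% bound of 0.22 over 19 genes. That bound takes the genes as independent and leaves out the spread between pools, so it cannot exclude a larger share. Endothelial and pericyte markers were called lower by camera (mean -0.53, adjusted p = 0.0272), but not with an estimated correlation (adjusted p = 0.420). The astrocyte, oligodendrocyte, microglia and ependymal lists were not called. Whether a change in other cell types adds to the rise was not tested. Splits of the arrays cannot give a share under 0.05 (10 splits, the real mean reached by 1, 0.51 against 0.24 for the highest other). Induction by light stays open as a hypothesis, which may extend to genes below the test.

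Immediate-early genes below the filter also leaned upward. Of 31 such genes, 6 (Klf2, Arc, Ccn1, Fosb, Klf10 and Nptx2, named after their values were seen) had all light pulse signals above all sham light pulse signals, or 19.4%, against 445 of 5630 other genes below the filter, or 7.90%, where chance gives 5%. Signals below the filter leaned upward in general, with 3374 of the 5630 other genes above 0 and 143 with all light pulse signals below, against 28 and 0 of the 31 immediate-early genes. Fisher's exact test (two-sided) gave p = 0.0329, and after quantile normalization, with 3 and 313 such genes, p = 0.248. Fosb went from signals of 2.1, 8.8 and 40.5 to 119.2, 123.5 and 81.3, and Arc from 4.7, 27.6 and 34.9 to 141.2, 285.0 and 54.8. Noise of low signals and induction cannot be told apart here, because the genes lie near the floor of the arrays, and induction of Fosb and Arc may be tested with a more sensitive assay.

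Ttr, a marker of choroid plexus, was high on light pulse replicate 3 alone, with signals of 110322.6, 62541.8 and 2876.2 at its 3 probe sets, against at most 295.6, 176.1 and 17.6 on the other arrays. A local fault of the array is argued against, since every probe set, each at its own places on the array, was at least 163 times its highest value elsewhere. Choroid plexus tissue in that pool may be a source and stays open, although the paper's methods describe a check of each capture on images and estimate that very little material came from outside the SCN: of 5 other ependymal and choroid plexus genes, Folr1 (147.3) and Kl (72.7) were highest on that array and Foxj1, Tekt1 and Rarres2 were not (one-sided exact binomial test, p = 0.196). Without this array 6 probe sets were called in place of 7, Pim3 not among them. No biological explanation was tested, as the design gives none for a single pool.

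With no filter limma gave 18 probe sets at an unadjusted p under 0.001, all higher, where 22.6 would fall by chance, and 6 genes among them are not named in the paper; none of the 6 passed limma's adjusted test. Cyber-T with no filter gave 47 higher and 19 lower at that level, which are not all listed here. In the fit over the kept probe sets Fam131a had a log2 fold change of 1.83 (standard error 0.42, adjusted p = 0.670). Tro had 1.92 (standard error 0.50), Srp68 1.65 (standard error 0.44), Emd 1.15 (standard error 0.31) and Crlf2 1.11 (standard error 0.30), each with an adjusted p of 0.960. The paper measured 15 genes by qPCR and names the 12 of Table 1. Cyber-T over the kept probe sets also gave 15 genes at p under 0.001, those 12 with Fam131a, Tro and Srp68. Fam131a, Tro and Srp68 may thus be genes that the paper measured and its qPCR did not bear out. This could not be checked. Fgf2, left out by the filter, had 4.63 (standard error 1.09, adjusted p = 0.852 with no filter) at signals of 2.4, 2.0 and 1.2 against 53.5, 46.7 and 35.3, and with Cyber-T and no filter its adjusted p was 0.0187, the only alternative in which it passed. Lrrfip1 had a signal of 1225.4 on light pulse replicate 3 and at most 104 on the other arrays. The list of clock and clock-controlled genes is given with the other lists, at a mean of 0.26.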

How the results depend on the processing

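Leaving the genes of Table 1 out of the lists, leaving Egr3 out of the TATA comparison and counting genes once were chosen after the data were seen. Over 16 alternatives no probe set was called lower, and 4 to 8 probe sets were called higher, against 7; the genes called were in each case among Fos, Egr1, Rrad, Nr4a1, Dusp1, Egr2 and Pim3. Of 118 alternative values of called genes, 107 kept their direction and call, 11 kept their direction without the call (Egr2, Dusp1, Rrad and Pim3) and 0 reversed; of 1029 values of genes not called, 1 passed (Fgf2 with Cyber-T) and 59 had the other sign. The results that moved were as follows, and the cause was not tested. Without the intensity trend 4 probe sets were called and 3 passed Bonferroni, and 1 was lower at p under 0.001, as with the offset of 50 (1). With arrays left out in turn, called probe sets ran from 5 to 8, those past Bonferroni from 4 to 6 and lower ones at p under 0.001 from 0 to 6. By Cyber-T, 8 passed Bonferroni with the stricter filter and 8 with the offset of 50, but 3 with a prior weight of 5; at p under 0.001 there were 47 higher and 19 lower with no filter, 6 higher with a prior weight of 5, and 1 lower with the offset of 50 and 1 without the logarithm. With arrays left out in turn Cyber-T gave 0 to 11 lower at that level. Of the gene lists, 7 were called higher and 1 lower by camera; with no filter 4 were higher, with an estimated correlation 3, and without the genes of Table 1 2. The lower list (endothelial) was not called with no filter, the stricter filter, an estimated correlation, fry or without the genes of Table 1 (0 each), and with arrays left out there were 0 to 2. The mean of the other immediate-early list kept its sign and call under each single alternative, and with arrays left out ran from 0.46 to 0.54. The comparison of CRE with TATA in both groups of genes had p = 0.0669 by Fisher's exact test.

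With the replicate number as a block, 6 probe sets were called higher, 0 lower, and 5 passed Bonferroni; Pim3 and the calcium channel list were not called (adjusted p = 0.0643 and 0.0592) and it changed no other call of a gene or list. The numbers do not pair the samples: deviations of same-numbered arrays correlated at 0.0958, -0.192 and -0.129, and not every array correlated best with its own number. The rank of Vip over a table with control probe sets and the CRE motif searches were not run, since the table has no control probe sets and no genome was used. Low signals limit ratios that rest on values near the floor, among them those of Egr2, Rrad (27.6-fold, and 15.2-fold with the offset of 50), Egr3, the second Per2 probe set and Fgf2.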

Differences from the paper's values

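The other Jun probe set was chosen after the values were seen; the other settings named here were set before the data were examined. A fold is called different from the paper's here where one is more than 1.5 times the other, and a p-value where this holds for their -log10 values, a wide tolerance. The fold of Egr2 was 96.6 here and 47.3 in the paper; by that rule it did not differ with arithmetic means (47.3) and without sham light pulse replicate 3 (37.0), and it differed under each of the other alternatives, with 24.4 (offset of 50) and 204 (without sham light pulse replicate 2) as the lowest and highest. The fold of Jun was 2.27 here and 3.5 in the paper; it did not differ without sham light pulse replicate 1 (2.43) or 3 (2.74) and without light pulse replicate 1 (2.67), and differed under each of the other set alternatives. With the other Jun probe set, chosen after seeing the values, it was 3.43, or 3.46 as a ratio of arithmetic means. This choice drops none of the paper's called genes. For the other genes of Table 1, ratios of arithmetic means round to the paper's folds.

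Egr2 had a Cyber-T p = 2.46e-04 here and 4.19E-08 in the paper, and Rrad p = 8.49e-05 here and 7.89E-08 in the paper. Neither differed by the rule for -log10 values with the stricter filter (4.04e-08 and 1.29e-08), the offset of 50 (1.12e-09 and 1.75e-08) or signals without the logarithm (4.46e-08 and 2.97e-07), and there both passed the Bonferroni threshold of that setting. The rule was also met with no filter (4.78e-06 and 7.17e-09), where the threshold over 22626 probe sets is 2.21e-06 and Rrad passed it and Egr2 did not. It was met without sham light pulse replicate 2 (1.13e-05 and 4.65e-08), where Rrad passed the threshold of 4.84e-06 and Egr2 did not, and without sham light pulse replicate 3 (4.76e-06 and 8.46e-06), where Egr2 passed that threshold and Rrad did not. Both differed under each of the other alternatives. Fos had p = 2.46e-13 here and 2.18E-04 in the paper, and differed under each alternative. By these p-values the paper places Egr2 and Rrad in its Bonferroni group and Fos in its second group, while Cyber-T here places Fos in the first and Egr2 and Rrad in the second; limma places all 3 past the Bonferroni threshold. For Dusp1, Pim3 and Gadd45b the p-values here, 6.18e-08, 1.32e-06 and 2.58e-04, match the paper's to 3 digits. A change of filter alone, on log2 signals, brought Egr2 and Rrad within the rule, so the filter used in place of present calls may account for them. It did not bring Fos within it, and with the stricter filter Nr4a1 (2.07e-06 against 2.13E-09) and Jun (0.00972) differed. Whether the paper's p-values for Fos, Egr2 and Rrad were made on the same scale as these, or stand beside the genes they belong to, was not settled here. The paper's folds for these genes, 29.3, 47.3 and 26.2, match the ratios of arithmetic means of their own probe sets (29.29, 47.28 and 26.25). This argues against an exchange of whole rows and leaves the place of the p-values alone open. Jun had p = 0.00305 here, above the paper's criterion of 0.001, and 6.99E-04 in the paper, which is within the rule for -log10 values; the other Jun probe set, chosen after seeing the values, had p = 5.73e-04.

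The paper states that the 4 genes with the largest increases have a TATA element near the CRE. Its text does not say whether the arrays or qPCR, which was not analysed here, set that order. On the arrays Egr2, Fos and Egr1, which have one, had the 3 largest increases, and Rrad, listed in Table 2 without one, the next, at a log2 fold change of 4.79. With the offset of 50 the order was Fos (27.5-fold), Egr1 (25.8-fold), Egr2 (24.4-fold) and Rrad (15.2-fold). With arrays left out Rrad was above Egr1 without sham light pulse replicate 1 (33.8-fold against 25.6-fold) and without light pulse replicate 3 (26.3-fold against 25.2-fold), and above Fos without light pulse replicate 1 (30.3-fold against 29.3-fold).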

Other observations

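The lists without the genes of Table 1 were chosen after the result was seen, as was Flt1 as a named gene. CREB targets were called higher as a list (adjusted p = 2.75e-14 by camera; adjusted p = 0.00941 with an estimated correlation): of 20 kept genes limma called 4 (Fos, Egr1, Nr4a1 and Dusp1), and 8 passed when adjusted over the list alone. All 8 are genes of Table 1, which the study chose on these arrays, and the other 12 had a mean log2 fold change of 0.11 (adjusted p = 0.872). Apoptosis regulators were called (adjusted p = 0.00346; adjusted p = 0.104 with an estimated correlation), with Pim3 the called gene of 17 and Btg2 and Gadd45b passing over the list alone; without these 3 the adjusted p was 0.656. MAP kinase feedback regulators (adjusted p = 0.0410; 0.201 as the adjusted p with an estimated correlation) rest on Dusp1, called among 11, and Gadd45b, passing over the list alone, and the calcium channel and Rad family list (adjusted p = 0.0485; adjusted p = 0.212 with an estimated correlation) on Rrad among 7. Without the genes of Table 1 the adjusted p was 0.932 for both. The MAP kinase list was not called with no filter (adjusted p = 0.372), without the intensity trend (adjusted p = 0.117), or without sham light pulse replicate 3 or light pulse replicate 3 (adjusted p = 0.147 each). The calcium channel list was not called with no filter (adjusted p = 0.957), without the trend (adjusted p = 0.117), or without sham light pulse replicate 1 (adjusted p = 0.0949) or 2 (adjusted p = 0.0882) or light pulse replicate 1 (adjusted p = 0.146) or 2 (adjusted p = 0.122). Clock and clock-controlled genes had 17 of 23 above 0, a mean of 0.26 and an adjusted p of 0.0210, and the adjusted p was 0.142 with an estimated correlation; no member passed over the list alone, and the 2 of highest signal were Dbp, a clock output transcription factor, at 0.40 (standard error 0.21) and the kinase gene Csnk1d. The call of this list was lost with no filter (adjusted p = 0.263), the stricter filter (adjusted p = 0.429), fry, and without sham light pulse replicate 1 (adjusted p = 0.215) or 3 (adjusted p = 0.0581) or light pulse replicate 2 (adjusted p = 0.0664). The mean of the list was 0.05 with the stricter filter, 0.16 without sham light pulse replicate 1 and 0.29 without sham light pulse replicate 3.

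Of the other cell types, endothelial and pericyte markers were called lower as a list of 7, with a mean of -0.53 (adjusted p = 0.0272; adjusted p = 0.420 with an estimated correlation). Flt1, a receptor for vascular endothelial growth factor, passed over the list alone at -1.55 (standard error 0.48), while the 2 of highest signal, the glucose transporter Slc2a1 and the pericyte gene Rgs5, had 0.32 (standard error 0.30) and -0.46 (standard error 0.28). The list was not called without sham light pulse replicate 1 (mean -0.33, adjusted p = 0.544) or light pulse replicate 2 (mean -0.37, adjusted p = 0.0787) or 3 (mean -0.46, adjusted p = 0.158). With the stricter filter, where it was not called either, its mean was -0.20. Astrocyte markers (10 genes, mean 0.09, adjusted p = 0.848; Gja1 at 0.12 and Aldoc at 0.02), oligodendrocyte and optic chiasm markers (9 genes, mean -0.28, adjusted p = 0.402; Mbp at 0.28 and Cnp at 0.14), microglia markers (5 genes, mean -0.16, adjusted p = 0.402; Csf1r at -0.02 and Ctss at -0.62) and ependymal and choroid plexus markers (3 genes, mean 0.64, set by Ttr, with a downward direction and adjusted p = 0.840; Rarres2 at -0.08) were not called. Heat shock genes were not called either (17 genes, mean 0.16, adjusted p = 0.0561), with Hspa8 at 0.56 (standard error 0.20) and Dnajb1 at 0.55 (standard error 0.17); they were called without sham light pulse replicate 2 (adjusted p = 0.00871) and without light pulse replicate 1 (adjusted p = 0.0237). Without sham light pulse replicate 2 the oligodendrocyte list was called lower by camera (mean -0.52, adjusted p = 0.0250). The p53 targets (10 genes, mean 0.16, median -0.05, adjusted p = 0.840; Btg2 passed over the list alone, Ccng1 had -0.33 and Ei24 0.00) and the glutamate and PACAP receptors (5 genes, mean -0.20, adjusted p = 0.353; Gria1 at -0.06 and Gria2 at -0.27) were not called. Aryl hydrocarbon receptor targets had 2 kept genes, Tiparp and Nfe2l2 (-0.35), blood markers 0, and both were too few to test. The Y-linked genes Eif2s3y and Kdm5d had signals from 441.3 to 1031 and from 99.7 to 409.8, and Xist stayed between 28.6 and 83.9, in male mice.

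The 6 arrays make 10 splits into 3 and 3, too few for a share under 0.05; the real split called 7 probe sets, and the highest of the others 1. At an unadjusted p under 0.001, other splits gave up to 18 probe sets, against 13 for the real split, and at p under 0.05 up to 889 against 446.

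On the counts in Tables 2 and 3 of the paper, 12 of 13 light-induced genes with a conserved CRE against 1 of 8 clock genes with a CRE and a TATA element gave p = 5.16e-04 (Fisher's exact test, two-sided). With a conserved CRE counted in both groups, 12 of 13 against 3 of 8, p was 0.0139, and with CRE and TATA element counted in both, 8 of 13 against 1 of 8, it was 0.0669.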
